# Extended abstinence from morphine alters sperm smRNA expression and prevents transmission of intergenerational phenotypes

**DOI:** 10.1093/eep/dvaf006

**Published:** 2025-03-20

**Authors:** Dana Zeid, Andre B Toussaint, Carmen Dressler, Angela Harbeck, Reza Karbalaei, Yandrés Cintrón, Andrew Pan, Mathieu Wimmer

**Keywords:** Epigenetic inheritance, sperm RNA, opioid, intergenerational inheritance, miRNA

## Abstract

Paternal exposure to drugs of abuse can impact addiction-related behaviours in progeny via germline epigenome remodelling. Previously, we found that offspring of morphine-exposed male rats showed increased morphine-taking, diminished adolescent social play, and increased sensitivity to morphine-derived analgesia. Here, we first tested the impact of a 90-day paternal abstinence period following morphine self-administration on the transmission of the aforementioned phenotypes. The previously observed changes in morphine-related behaviours were no longer present in offspring of morphine-abstinent sires. We next compared small RNA (smRNA) content in sperm collected from four sire intravenous self-administration groups: morphine, saline, abstinent morphine, and abstinent saline. Two smRNAs (rno-miR-150-5p and an snoRNA annotated to *Snora42*/*Noc3l*) were differentially expressed specifically between morphine- and saline-treated sperm. No differential expression between abstinent morphine and saline sperm was observed. These data begin to delineate the temporal limits of heritable germline modifications associated with morphine exposure, in addition to identifying F0 germline factors coinciding with the manifestation of F1 multigenerational phenotypes. Furthermore, these data suggest that paternal abstinence at conception can prevent inheritance of germline factors that may alter offspring susceptibility to addiction-related endophenotypes.

## Introduction

Intergenerational inheritance is a phenomenon whereby exposures and experiences occurring during the parental (F0) generation’s lifetime may impact the expression of offspring (F1 generation) phenotypes, independently of inherited genomic DNA and parent–child interactions. Within the past ∼15 years, numerous environmental insults during the parental lifetime, including stress, diet, chemical, and drug exposures, have been associated with a broad range of altered offspring phenotypes [1–21]. Intergenerational inheritance induced by exposure to addictive drugs is a topic of increasing interest given their pervasive use and misuse among the general population. It is well accepted that neuropsychiatric risk stems from a complex combination of genetic and environmental factors. Expanding literature has reinforced an important role for heritable epigenetic [or otherwise extra-genomic, e.g. small RNAs (smRNAs)] germline factors in vulnerability to substance use disorders. Paternal exposure to psychostimulants, opioids, or cannabis can broadly impact addiction-related behaviours in progeny [9, 15, 19, 20, 22–32], with many studies noting corresponding changes in the F0 sperm epigenome and/or RNA content [9, 15, 23, 28, 33]. Few studies have explored the stability of these changes during periods of abstinence, and the functional mechanisms underlying the transmission of paternal drug exposure remain unclear.

Recent data from cannabis exposure models in animals [34–36] and humans [37, 38], as well as one cocaine mouse model [28], suggest that peri-conception F0 abstinence may mitigate intergenerational transmission of addiction-related phenotypes. However, this remains unexplored with respect to paternal opioid exposure. Under our previously established rat model of morphine-induced intergenerational inheritance, F0 sires continued to receive morphine during the breeding period—a measure taken to mitigate impacts of opioid withdrawal on mating behaviours. F1 offspring of morphine-self-administering sires exhibited increased morphine self-administration, impaired adolescent social play, and altered opioid-induced analgesia [29, 30, 39]. For the current study, we further examine the persistence of these phenotypes in F1 offspring bred from morphine-‘abstinent’ sires.

In the paternal line, drug-induced intergenerational inheritance is thought to be mediated by extra-genomic modifications to F0 sperm that are precipitated by the drug exposure. The precise biological pathways underlying germline inheritance and subsequent modification of F1 phenotypes are unclear, although sperm smRNAs, DNA methylation, and chromatin remodelling have emerged as compelling mechanistic candidates in male-line intergenerational inheritance [40–49]. Increasingly, it is thought that these processes collaborate to mediate intergenerational inheritance, possibly with varying relative contributions to the process [43, 50, 51]. Sperm-derived ncRNAs are favourable mechanistic targets: their transmission to the developing zygote, their necessity for viable embryonic development, and their sensitivity to external perturbations have been consistently demonstrated [41, 44, 45, 49, 52–56]. Sperm ncRNAs have further been found to interact with chromatin and DNA methylation processes related to epigenetic inheritance [43, 51, 57]. Direct manipulation of sperm RNA content at the level of fertilization has proven invaluable for identification of strong causal candidates for transmission of intergenerational phenotypes [54, 55, 58, 59]. In the current study, we compared the impact of either morphine or prolonged abstinence from morphine on smRNA sperm content. The 90-day abstinence period implemented within the current design encompasses the full duration of rat spermatogenesis (∼50–60 days [60]), ensuring that sperm involved in conception of abstinent-sired offspring are never directly exposed to morphine.

## Materials and methods

### Animals and housing

F0 males and females were Sprague–Dawley rats obtained from Taconic Laboratories. Rats were allowed at least 1 week of undisturbed acclimation to the facility prior to beginning experimental procedures. All F1 subjects were bred in-house from F0 breeders. Animals were maintained in a temperature- and humidity-controlled animal care facility on a 12-h/12-h light/dark cycle (lights off at 8:30 am). All behavioural testing was conducted during the lights-off (active) period. Animals were housed in pairs. Food and water were provided ad libitum in home cages. Subjects were handled daily for 2–5 min each for at least 5 days prior to the start of behavioural testing. All procedures were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Temple University Institutional Animal Care and Use Committee (record no. 4926). The timeline of F0 self-administration, sperm collection, and F1 breeding are shown in Fig. 1.

**Figure 1.**
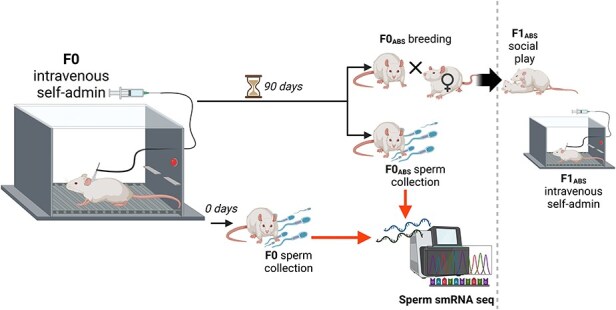
Experimental design depicting the timing of F0 exposure, sperm collection, and breeding to produce the F1 generation. Images generated using ‘BioRender’.

### Drugs

Morphine sulphate obtained from Spectrum Chemical (Gardena, CA) was prepared as a solution in sterile 0.9% saline.

### Jugular catheterization surgeries (for morphine intravenous self-administration)

Jugular catheter implantation was performed under ketamine (80 mg/kg)/xylazine (12 mg/kg), IP anaesthesia. An indwelling silastic catheter was threaded subcutaneously over the shoulder blade, inserted in the jugular vein, and sutured in place. The catheter was routed to a mesh back mount platform (Strategic Applications Inc., Lake Villa, IL) and sutured below the skin, between the shoulder blades. Following surgery, catheters were sealed with magnetic caps when not in use and were flushed regularly with 0.2 ml of timentin (0.93 mg/ml, in heparinized saline) to maintain patency. Animals were allowed at least 1 week of undisturbed recovery from surgery before beginning experimental procedures.

### Sire morphine exposure and breeding

F0 males were allowed to lever press for intravenous morphine (daily 3-h sessions, 0.75 mg/kg morphine/59 µl saline, infused over 5 s) or 0.9% saline over 60 days (covering the duration of rodent spermatogenesis [61]). Lever presses were reinforced on a fixed ratio 1 (FR1) schedule, where one lever press resulted in a single infusion of morphine or saline, as described previously [5]. Infusions coincided with a 5-s light cue and were followed by a 20-s timeout period, during which the chamber light was turned off and lever presses were recorded but were not reinforced by infusions. Over 60 days of intravenous self-administration, the average number of infusions per day was 16.10 ± 2.18 (SEM) for morphine-exposed F0 males and 12.02 ± 2.06 (SEM) for saline-exposed F0 males.

A subset of F0 males underwent abstinence for 90 days following the conclusion of intravenous self-administration (F0_ABS_), during which they were housed in the animal facility under normal conditions and handled regularly. After the abstinence period, F0_ABS_ males were each pair-housed with a naïve female over a period of 5 days to breed F1_ABS_ offspring. F0_ABS_ sires were then removed from home cages, and F0 dams were housed individually during the gestation period. F1_ABS_ offspring were weaned at postnatal day (PND) 21 and pair-housed with same-sex littermates.

### F1_ABS_ morphine self-administration

Upon reaching adulthood (PND ∼60), F1 offspring were implanted with silastic catheters, as described earlier. Following recovery, F1_ABS_ offspring were allowed to lever press for intravenous morphine (0.25 mg/kg/infusion) or 0.9% saline in daily 3-h sessions over 10 consecutive days. Lever presses were reinforced on an FR1 schedule, where one lever press resulted in a single infusion of morphine or saline. On day 11, rats were switched to a progressive ratio (PR) schedule, for which the response requirement for each subsequent morphine infusion increased over the course of a 6-h time period.

### F1_ABS_ social play

Social play behaviours were measured in F1_ABS_ aged PND 22–31 (∼early adolescence). The first 2 days consisted of a once-daily habituation phase, during which drug-naïve F1 rats were individually placed in the testing arena (Plexiglas cage filled with cob bedding) for 10 min. Social play testing occurred 24 h after the final habituation session. Prior to beginning the social play trial, each subject was first removed from pair-housing and isolated for 3.5 h. After the isolation period, rats were paired with a play partner (partners were same-sex, with matching sire treatment, and from a different home cage) and video-recorded over 15 min in the testing arena. Pinning and pouncing behaviours were manually tallied from test day videos by two blinded independent scorers. Data averaged across the two scorers were analysed.

### F1 pain assays

Behavioural responses to innocuous and noxious stimuli were analysed at a sub-second scale to identify underlying behavioural features, as previously described [29, 39]. After acclimation to a rectangular plexiglas testing chamber, subjects underwent a set of five stimuli applied to the left or right hind paw. Behavioural responses were recorded at 2000 fps (Photron FastCAM Mini AX 50 170 K-M-32GB—Monochrome). All subjects received all stimuli over 2 days of testing. The order of stimulus presentation was randomized between experimental groups. Videos were scored by blinded experimenters.

### F0 sperm collection

Sperm was collected using a double swim-up procedure from a separate cohort of males exposed to either morphine or saline via intravenous self-administration, as described earlier. Sample collection was timed to match the previously established F0 breeding timepoints (at conclusion of intravenous self-administration for nonabstinent males or 90 days after conclusion of intravenous self-administration for abstinent males). For sperm extractions, rats were first euthanized via live decapitation, and cauda epididymides were immediately dissected and rinsed in phosphate-buffered saline. Cauda epididymides were then transferred to warmed (37°C) embryo culture media (M2 medium with HEPES (Sigma-Aldrich, St. Louis, MO) or Ham’s F-10 medium+GlutaMAX supplement (Gibco, Waltham, MA), and several small cuts were made in the tissue using a scalpel blade to liberate sperm. The tissue and medium were then transferred to a 15-ml conical tube, which was incubated in a water bath at 37°C for 30 min. Following the first incubation, the sperm-saturated supernatant (excluding settled tissue and the layer of media immediately overlying it) was transferred to a clean 15-ml conical tube, which was incubated again in a water bath at 37°C for 10 min. Tubes were then centrifuged for 10 min at ∼6000 g, 4°C to pellet the sperm. The supernatant was then gently poured off, and the sperm pellet was resuspended in a gentle hypotonic solution (0.45% NaCl solution, prepared in nuclease-free water) for an initial wash, then centrifuged again at ∼6000 g (4°C, 5 min) to repellet. The NaCl wash and centrifugation steps were repeated until pellets were visibly clear of bloody contamination (3–4 times for each pellet). The final sperm pellet was flash frozen on dry ice and stored at −80°C.

### Sperm RNA extraction

Sperm pellets were resuspended in nuclear isolation buffer (15 mM Tris-HCL, pH 7.5, 60 mM KCl,15 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, 250 mM sucrose, 1 mM dithiothreitol) with the following additives (per 10 ml of nuclear isolation buffer): 100 μl of 21 mM AEBSF, 125 μl of 800 mM sodium butyrate, 200 μl of 15% IGEPAL (in nuclease-free water), and one protease-inhibitor tablet (cOmplete Mini EDTA-free Protease Inhibitor Cocktail; Roche, Indianapolis, IN). Resuspended pellets were incubated on ice for 5 min, then transferred to a dry heat bath for 10 min at 37°C. The lysis solution was then transferred to a Dounce homogenizer, and TRIzol LS reagent (Invitrogen, Waltham, MA) was added before homogenization with a tight pestle (∼1 min). The lysate was then moved to a clean centrifuge tube and incubated in a dry heat bath for 5 min at 65°C. Lysate was then transferred back to the Dounce homogenizer, and homogenization with a tight pestle was repeated. The entire lysate was then drawn up and down 5 times through a sterile syringe fitted with a 27-g needle.

After homogenization, the lysate was transferred to a clean centrifuge tube and spun down at ∼800 g for 2 min at room temperature to pellet salts and cellular debris. The resulting supernatant was transferred to a clean centrifuge tube and combined with chloroform by vigorously shaking, then vortexing tubes for over 1 min. Tubes were then allowed to incubate at room temperature for 3 min, after which they were spun down at ∼12 000 g for 15 min at room temperature. The resulting aqueous phase was transferred to a new tube and combined with 2 μl of glycogen (from 20 μg/μl stock) and 600 μl isopropyl alcohol, which was then incubated overnight at −20°C to precipitate RNA.

The following day, samples were spun down at ∼12 000 g for 15 min, 4°C, and the resulting supernatant was pipetted off. Two pellet washes consisting of 75% ice-cold ethanol, followed by centrifugation at ∼8000 g for 6 min, 4°C, were then performed. Ethanol was then carefully pipetted off the washed pellet, which was allowed to air-dry at room temperature. The final RNA pellet was resuspended in nuclease-free water and stored at −80°C.

### smRNA sequencing and analysis

smRNA libraries were prepared from sperm RNA using the NEBNext® Multiplex Small RNA Library Prep Set for Illumina and sent to GeneWiz/Azenta (Burlington, MA) for sequencing as 150-nt paired-end reads on the Illumina HiSeq 4000 platform (San Diego, CA). Analysis was performed using the forward reads. Count matrices and raw sequencing data files are uploaded to the Gene Expression Omnibus (accession no. GSE274906).

Sequencing read quality was assessed using FastQC [62]. Preprocessing and annotation to the miRbase [63] and Ensembl ncRNA rat databases were performed using sRNAbench [64] (see Supplementary Data S1 for sRNAbench settings). 

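The authors deposited 2 matrices of raw read counts for the same 25 libraries, with 562 mature miRNAs in one and 3804 Ensembl ncRNA transcripts in the other. No count in either matrix was 1, and the smallest count above 0 was 2, which is the minimum read number given in Supplementary Data S1. The 3804 ncRNA transcripts had 2086 distinct sets of counts over the 25 libraries. Transcripts that had the same counts in every library, many of them copies of the same kind of RNA, could not be told apart in the matrix. The ncRNA matrix lists transcripts by Ensembl transcript and gene identifiers and biotype and gives no gene names.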

Briefly, following adaptor trimming and quality control, sRNAbench aligned reads to the rat genome. This step allows for more accurate annotation of ncRNA transcripts compared to the sometimes used ‘library mapping’ method, which maps directly to an ncRNA database. sRNAbench utilizes a hierarchical mapping approach: reads were first mapped to the miRbase and then filtered out, and the remaining reads were subsequently mapped to the Ensembl ncRNA library.

Annotated miRNA (‘mature_sense.grouped’) and ncRNA (‘ncRNA_sense.grouped’) read files were transferred to RStudio for assembly of count matrices, which were used as input for the DESeq2 differential gene expression analysis pipeline. miRNA and ncRNA matrices were analysed in two separate DESeq2 analyses, for which experimental groups (F0_MOR_, F0_SAL_, F0_ABS-MOR_, and F0_ABS-SAL_) were identified using a combined Abstinence/Treatment factor, allowing for indirect approximation of interaction effects with pairwise comparisons [65]. Differentially expressed transcripts were identified using the following criteria: statistical significance at a Benjamini–Hochberg adjusted *P*-value of <.1 and a log2 expression fold change of >|0.58|.

The DIANA-microT-coding sequence (CDS) algorithm was used to predict targets of rno-miR-150-5p [76] (http://www.microrna.gr/microt_webserver/), with the following settings: species = rat; miRNA resource = MirGeneDB 2.1; interaction score threshold = 0.7; miRNA confidence = high; MRE binding region = all [untranslated region (UTR) and CDS]. qPCR was used to validate differential expression of miR-150-5p, which has a validated assay available as an miRCURY LNA miRNA PCR Assay (Qiagen; Hilden, Germany). cDNA was reverse transcribed from sperm RNA samples using the miRCURY LNA RT kit, and qPCR was run on the Analytik Jena qTOWER3 (Jena, Germany) using the miRCURY LNA SYBR Green Kit. miR-186-5p was used as a housekeeping gene to calculate ΔCT values [66, 67]. ΔCT values were used in the analysis of group differences using unpaired *t*-tests. Data were graphed as 2^−ΔΔCt^ (fold change).

### Statistical analysis of behavioural data

Behavioural data were graphed and analysed using GraphPad Prism (v10.2.2, La Jolla, CA) and ‘jamovi' statistical software (v2.5, the jamovi project, https://www.jamovi.org) using the adapted GAMLj analysis module [68]. Each experimental group included F1 animals sired by four to seven unique sires (see Supplementary Data S2 for the number of sires represented per F1 experimental group).

With the exception of social play, for which each datapoint represented a pair of animals, all analyses included subject ID nested within sire ID as a random factor to account for potential variability associated with litter or sire exposure. If the model failed to converge with this random factor structure (as in the Female Intravenous Self-Administration Days 1–10 and Male Baseline Pain Response analyses), the nested factor was discarded and only subject was retained as a random factor.

Analyses were initially run on female and male F1 data with sex as a fixed factor. Notably, no significant main effects of sex or significant interactions between sex and treatment were identified (data not reported). Females and males were subsequently analysed separately, as described earlier.

Morphine self-administration data were analysed using linear mixed models, with ‘abstinent sire treatment’ and ‘day’ as fixed factors and sire ID as a random factor. PR infusions were compared using Mann–Whitney *U* tests. Baseline pain sensitivity was analysed with a linear mixed model, with ‘abstinent sire treatment’ and ‘stimulus’ as fixed factors and sire ID as a random factor. Pain responses after morphine injection were analysed as linear mixed models, with ‘abstinent sire treatment’, ‘timepoint’, and ‘stimulus’ as fixed factors, and sire ID as a random factor. Finally, social play behaviours (pinning and pouncing) were analysed as separate unpaired *t*-tests, with ‘abstinent sire treatment’ as the independent variable. Nonpatent rats were excluded from intravenous self-administration analyses. Significance was defined as *P* < .05 for all analyses.

## Results

### Morphine self-administration is unaltered in F1 offspring of morphine-abstinent sires

F1 offspring were bred from F0 males that underwent abstinence for 90 days following the conclusion of intravenous morphine or saline self-administration (F0_ABS_). Intravenous morphine self-administration under FR1 and PR schedules of reinforcement was measured in F1 offspring of abstinent sires (F1_ABS_ offspring, see Fig. 1 for the timeline of F0 self-administration, sperm collection, and F1 breeding).

In F1_ABS_ females, abstinent sire treatment did not impact morphine-taking over the 10-day FR1 acquisition period or infusions under a PR schedule of reinforcement (Fig. 2a, c; Supplementary Data S3). F1 male offspring of morphine-abstinent sires (F1_ABS-MOR_ males) also self-administered morphine at levels comparable to saline-sired controls, both on an FR1 schedule (Fig. 2b) (effect of sire tx: F_(1, 19)_ = 0.75, *P* = .400; sire tx*day interaction: *F*_(9, 171)_ = 0.32, *P* = .966) and a PR schedule of reinforcement (*U* = 47.50, *P *= .466; Fig. 2d). This is in contrast with our previous findings of increased morphine-taking in F1 male offspring bred from nonabstinent morphine-administering fathers (data available as preprint [30]).

**Figure 2.**
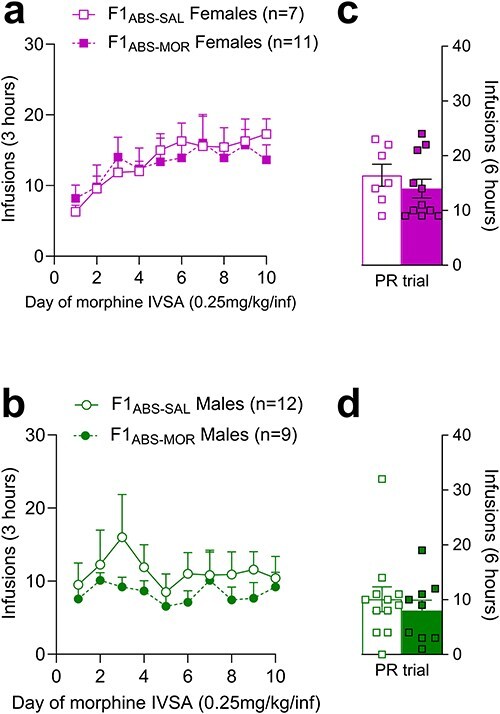
Morphine self-administration at 0.25 mg/kg/infusion over a 10-day acquisition period in F1_ABS_ females (a) and males (b); number of morphine infusions during the PR trial in F1_ABS_ females (c) and males (d).

### Adolescent social play behaviour is unaltered in F1 offspring of morphine-abstinent sires

Adolescent (PND 22–31) pinning and pouncing social play behaviours were measured in offspring of morphine-abstinent sires to evaluate developmental phenotypes that may predict susceptibility to opioid addiction in later life. Social play behaviours did not differ by sire treatment in F1_ABS_ females (pinning: *t*_(17)_ = 1.73, *P *= .102, Fig. 3a; pouncing; *t*_(17)_ = 0.99, *P *= .338, Fig. 3b). Similarly, F1_ABS-MOR_ males did not differ in the frequency of pinning (*t*_(15)_ = 0.42, *P *= .68, Fig. 3c) or pouncing (*t*_(15)_ = 0.14, *P *= .89, Fig. 3d) behaviours compared to F1_ABS-SAL_ males. Notably, this contrasts our previous finding of reduced social play behaviours in F1 males bred from nonabstinent morphine-exposed sires [39].

**Figure 3.**
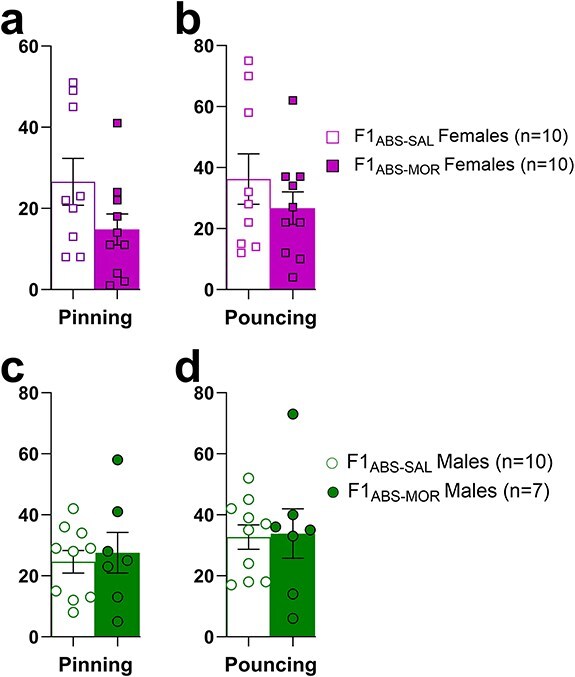
Social play behaviours assessed in F1_ABS-SAL_ and F1_ABS-MOR_ offspring. Top panel: number of F1_ABS_ female pins (a) and pounces (b). Bottom panel: number of F1_ABS_ male pins (a) and pounces (b).

### Baseline pain responses are unaltered in F1 offspring of morphine-abstinent sires

To characterize baseline pain sensitivity in offspring of morphine abstinent sires, behavioural pain responses to five mechanical stimuli were recorded: cotton swab, Von Frey filament at 100 g force (VF100), Von Frey filament at 300 g force (VF300), light pinprick, and heavy pinprick. Height and speed of hind paw withdrawal were scored alongside additional species-typical nocifensive behaviours (eye grimace, paw guarding, paw shaking, jumping, and guarding). The resulting raw data were normalized to *z*-scores, which were then combined into a one-dimensional score using principal components analysis (PCA), as described previously [29, 39]. This transformation produces a PCA-generated pain score that incorporates multiple behavioural dimensions of pain and sets a threshold separating innocuous (‘touch domain’, pain score of <0) from noxious stimuli (‘pain domain’, pain score of >0).

Two-way linear mixed models indicated a significant effect of stimulus (stim) but no effect of abstinent sire treatment (tx) in female (stim: *F*_(4,56.1)_ = 12.49, *P* ≤ .0001; tx: *F*_(1,7.9)_ = 1.66, *P* = .234; tx × stim interaction: *F*_(4,56.1)_ = 1.57, *P* = .195; Fig. 4a) or male (stim: *F*_(4,61.5)_ = 10.70, *P* ≤ .0001; tx: *F*_(1,17)_ = 0.86, *P* = .368; tx × stim interaction: *F*_(4,61.5)_ = 0.58, *P* = .676; Fig. 4b) F1_ABS_ animals. In line with our previous use of the PCA-transformed pain score [29, 39], pain responses to cotton swab stimulation registered in the ‘touch-like’ domain (<0) and differed significantly in Dunnett-corrected *post hoc* comparisons from pain scores obtained following VF100, VF300, light pinprick, and heavy pinprick stimulation in both males and females (all comparisons significant at corrected *P *< .001).

**Figure 4.**
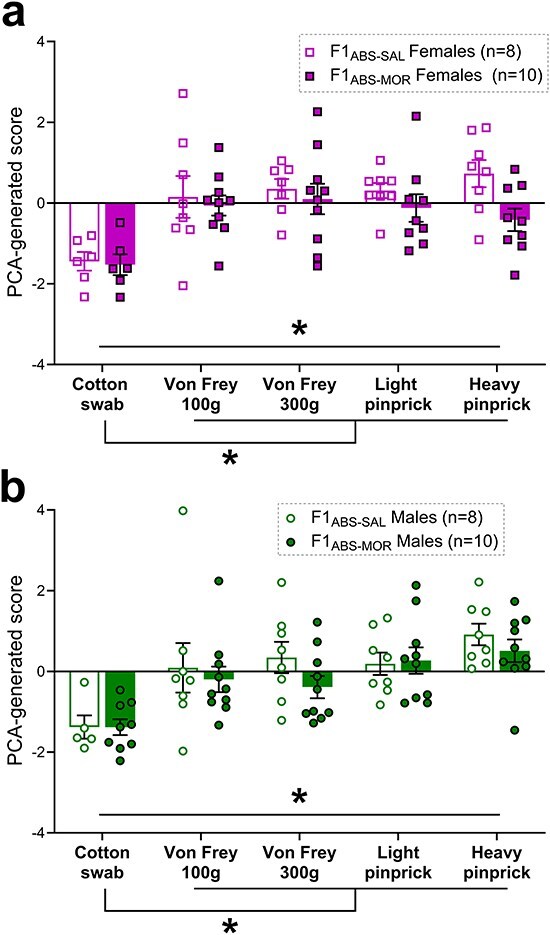
PCA baseline pain scores representing multidimensional behavioural response to five stimuli in F1_ABS_ females (a) and males (b). * = statistically significant at *P* < .05.

### Acute morphine analgesia is not impacted in F1 offspring of morphine-abstinent sires

We previously found increased morphine-induced antinociception in male offspring of morphine-exposed sires [29]. To test whether transmission of this phenotype persisted when sires were abstinent from morphine, we measured pain responses to three stimuli (cotton swab, light pinprick, and heavy pinprick) following administration of 1 mg/kg morphine, in F1 offspring of morphine-abstinent sires. Baseline behavioural response to the assigned stimulus was recorded just prior to morphine injection and again 15 and 60 min after the injection timepoint. A three-way mixed model in F1_ABS_ females revealed no significant main effects of timepoint (*F*_(2,111.9)_ = 0.12, *P* = .882; Fig. 5a) or abstinent sire treatment (*F*_(1,8.3)_ = 0.06, *P* = .815), nor any significant interactions with sire treatment (all *P* > .10) on PCA pain scores. However, a significant main effect of stimulus (*F*_(2,112.4)_ = 78.97, *P* ≤ .0001) and a significant interaction between stimulus and timepoint (*F*_(4,111.8)_ = 3.07, *P* = .019) were noted. Holm *post hoc* comparisons revealed a significant difference between pain scores elicited by cotton swab vs. light pinprick and heavy pinprick stimulation (all *P* < .0001) in F1_ABS_ females, although pain scores for light and heavy pinprick did not differ from one another (*P* = .185).

**Figure 5.**
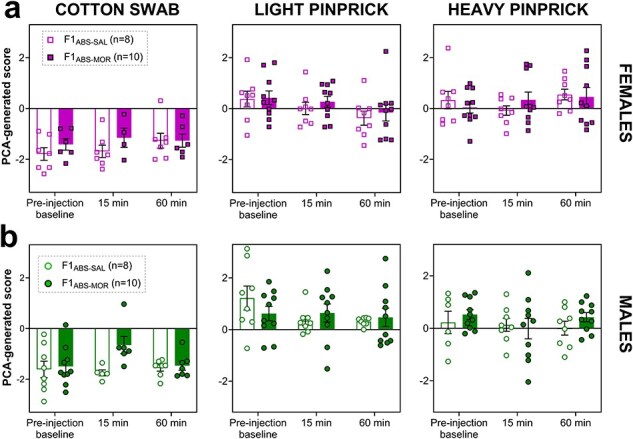
F1_ABS_ female (a) and male (b) PCA pain scores in response to cotton swab (left), light pinprick (middle), and heavy pinprick (right) stimuli at three timepoints (pre-injection baseline, 15 min post morphine injection at 1 mg/kg, and 60 min post morphine injection at 1 mg/kg).

In F1_ABS_ males, no significant main effects of timepoint or abstinent sire treatment were found, nor were any interactions with timepoint or sire treatment noted (all *P* > .10). A significant main effect of stimulus (*F*_(2,116.5)_ = 88.80, *P* ≤ .0001, Fig. 5b) was revealed, and Holm *post hoc* comparisons revealed a significant difference between pain scores in response to cotton swab vs. light pinprick and heavy pinprick stimulation (all *P* < .0001). Furthermore, pain scores differed significantly between light pinprick and heavy pinprick stimulation (*P* = .015) in F1_ABS_ males. Importantly, these results contrast our previous findings in male F1 offspring of nonabstinent morphine-exposed fathers, which exhibited enhanced morphine analgesia [29].

### Differential expression of sperm ncRNAs is exclusive to sperm extracted from nonabstinent F0 males

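The F0 males had self-administered morphine (0.75 mg/kg/infusion) or saline in daily 3-h sessions over 60 days. Sperm smRNA was sequenced from 7 saline-exposed (F0_SAL) and 7 morphine-exposed (F0_MOR) males at the end of self-administration, and from 5 saline-exposed (F0_ABS-SAL) and 6 morphine-exposed (F0_ABS-MOR) males after 90 days of abstinence. The counts were deposited by the authors without normalization. Between 1032386 and 3203211 reads per library were counted on mature miRNAs, with a median of 1701012 in F0_SAL, 1428308 in F0_MOR, 2334377 in F0_ABS-SAL and 2134169 in F0_ABS-MOR. Between 1540914 and 6489784 reads per library were counted on Ensembl ncRNAs. At the group medians, a chosen floor of 3 counts was between 0.000129% and 0.000210% of the miRNA counts. This share covers counting error only, and the smallest count above 0 was 2. The miRNA and ncRNA matrices were tested separately, with all 4 groups in 1 model, using edgeR's quasi-likelihood test after TMM normalization. The filter on low counts left 317 miRNAs and 482 ncRNAs. Transcripts were called differentially expressed by the paper's criteria, a Benjamini-Hochberg adjusted p under 0.1 and a log2 fold change beyond 0.58 in either direction.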

smRNA sequencing was performed to explore the smRNA signatures of morphine exposure and prolonged abstinence. 

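Between F0_ABS-SAL and F0_SAL, 105 miRNAs were differentially expressed, of which 71 were higher and 34 lower after abstinence. Between F0_ABS-MOR and F0_MOR, 67 miRNAs were differentially expressed, 35 higher and 32 lower after abstinence. In both comparisons, 45 miRNAs were called, 31 of them higher and 14 lower in each. The normalization moved these directions most. With libraries scaled by total count alone, 110 miRNAs were higher and 1 was lower in the saline groups, and 57 were higher and 14 lower in the morphine groups. Neither the paper nor the sample labels give the batch in which each library was prepared or sequenced, so collection timepoint and batch could not be separated.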

F0_SAL_ vs. F0_ABS-SAL_ and F0_MOR_ vs. F0_ABS-MOR_ (control ‘timepoint comparisons’) were first assessed to explore potential differences between collection timepoints (at the end of intravenous self-administration vs. 90 days after intravenous self-administration, a difference of age as well as proximity to behavioural testing). 

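In both timepoint comparisons, rno-miR-547-3p had the smallest p of the miRNAs tested. Its TMM-normalized count was 508 ± 89.4 (SD, n = 7) in F0_SAL and 1471 ± 472 (SD, n = 5) in F0_ABS-SAL. The log2 fold change was 1.53 (standard error 0.22, adjusted p = 2.05e-05 from edgeR's quasi-likelihood test). In the morphine groups it was 526 ± 142 (SD, n = 7) in F0_MOR and 1554 ± 334 (SD, n = 6) in F0_ABS-MOR, a log2 fold change of 1.56 (standard error 0.21, adjusted p = 7.21e-06). Every abstinent library lay above every nonabstinent library of the same treatment. Two-sided exact permutation tests of log2 CPM (counts scaled to library size) gave p = 0.00126 for the saline and p = 5.83e-04 for the morphine groups, the smallest that these group sizes allow. Adjusted over the 12 exact tests of single transcripts, both were 0.00505. The other strand of the same hairpin, rno-miR-547-5p, was among the 3 miRNAs with the smallest p in the morphine groups, with a log2 fold change of 2.03 (standard error 0.39, adjusted p = 0.00106). With each library left out in turn, the log2 fold change of rno-miR-547-3p stayed between 1.32 and 1.64 in the saline and between 1.48 and 1.64 in the morphine groups.

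**Figure D1:**
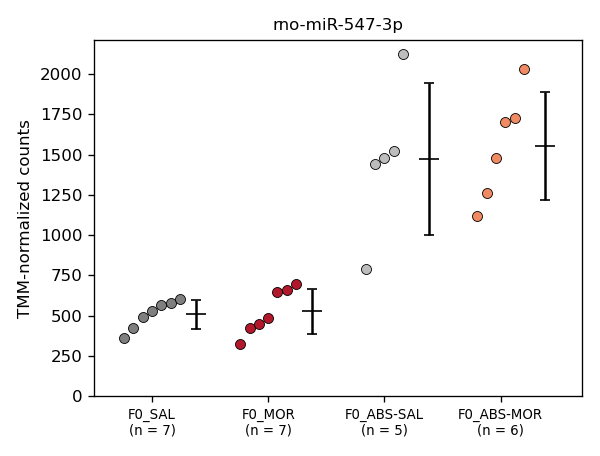
TMM-normalized counts of rno-miR-547-3p (y axis) in each library of the 4 groups (x axis); each point is 1 library, and the bars beside the points are the mean ± SD. The lowest F0_ABS-SAL library (791) is above the highest F0_SAL library (603), and the lowest F0_ABS-MOR library (1118) is above the highest F0_MOR library (697).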

The top differentially expressed miRNA in both timepoint comparisons was miR-547-3p, which had increased in expression at the abstinent timepoint. 

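Between treatments, the difference in rno-miR-547-3p was smaller than its standard error at both timepoints. The log2 fold change was 0.05 (standard error 0.20, adjusted p = 0.938 from edgeR's quasi-likelihood test) between F0_MOR and F0_SAL and 0.08 (standard error 0.23, adjusted p = 1.00) between F0_ABS-MOR and F0_ABS-SAL. Exact permutation tests gave p = 0.893 and p = 0.690. The sign of the difference between F0_MOR and F0_SAL depended on the normalization, and with 1 TMM factor per library from both matrices joined it was -0.12.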

On the other hand, miR-547-3p was not differentially expressed between sperm of morphine- and saline-exposed males in either the abstinent or nonabstinent treatment group comparisons. Three additional miRNAs (miR-126a-3p, miR-200a-5p, and miR-27a-3p) overlapped with the same direction of fold change between the top 10 differentially expressed miRNAs of the two timepoint comparisons, suggesting a common effect of timepoint on sperm miRNA expression (full differentially expressed transcript lists are available at https://doi.org/10.5281/zenodo.14867043). 

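Ranked by p, the same 4 miRNAs were among the first 10 in both timepoint comparisons, namely rno-miR-547-3p, rno-miR-126a-3p, rno-miR-200a-5p and rno-miR-27a-3p. Ranked by absolute log2 fold change, the first 10 shared 2 miRNAs, rno-miR-200a-5p and rno-miR-221-5p. The TMM-normalized count of rno-miR-126a-3p was 1145 ± 172 (SD, n = 7) in F0_SAL and 2731 ± 1337 (SD, n = 5) in F0_ABS-SAL, a log2 fold change of 1.25 (standard error 0.21, adjusted p = 1.94e-04). The other strand of its hairpin, rno-miR-126a-5p, had a log2 fold change of 1.54 in the saline groups (adjusted p = 2.15e-04). The count of rno-miR-126a-3p was 1126 ± 87.6 (SD, n = 7) in F0_MOR and 2068 ± 250 (SD, n = 6) in F0_ABS-MOR, a log2 fold change of 0.88 (standard error 0.20, adjusted p = 0.00677). For rno-miR-200a-5p, the counts were 181 ± 26.6 and 532 ± 274 in the saline groups (log2 fold change 1.56, adjusted p = 3.53e-04). They were 194 ± 84.7 and 641 ± 182 in the morphine groups (log2 fold change 1.73, adjusted p = 9.69e-05). For rno-miR-27a-3p, they were 1060 ± 306 and 2284 ± 363 in the saline groups (log2 fold change 1.11, adjusted p = 8.97e-04). In the morphine groups they were 1371 ± 313 and 2652 ± 794 (log2 fold change 0.95, adjusted p = 0.00677). Across the 317 miRNAs, which are not independent replicates, the log2 fold changes of the 2 timepoint comparisons had a Spearman's rho of 0.80. None of 99 random relabellings of timepoint within treatment gave as large a value, the largest being 0.69 (permutation p = 0.01, the smallest these relabellings allow).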

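Among the Ensembl ncRNAs, 176 were differentially expressed between F0_ABS-SAL and F0_SAL, 141 higher and 35 lower after abstinence. Between F0_ABS-MOR and F0_MOR, 172 were differentially expressed, 139 higher and 33 lower after abstinence. In the same direction in both, 135 ncRNAs were called, 113 higher and 22 lower, with 108 distinct sets of counts. The directions depended on the normalization, and with total count alone 126 ncRNAs were called in both, 77 higher and 49 lower. The first 10 ncRNAs by p were the same in the 2 timepoint comparisons, but they carry a single set of counts. They belong to 11 snRNA transcripts that had the same counts in every library and tied for the smallest p. Of these, ENSRNOT00000077425.1 had a log2 fold change of 2.35 (standard error 0.19, adjusted p = 1.04e-12 from edgeR's quasi-likelihood test) in the saline groups. In the morphine groups it was 2.12 (standard error 0.18, adjusted p = 6.64e-12). With transcripts of identical counts reduced to 1, a step chosen after seeing the data, 9 of the first 10 were shared. With DESeq2 in place of edgeR, 8 were shared, and ranked by absolute log2 fold change, 5. Identical transcripts were not reduced in these 2 lists, which may hold copies too. Spearman's rho between the log2 fold changes of the 2 timepoint comparisons was 0.79 across the 482 ncRNAs. The largest of 99 random relabellings was 0.62 (permutation p = 0.01).

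**Figure D2:**
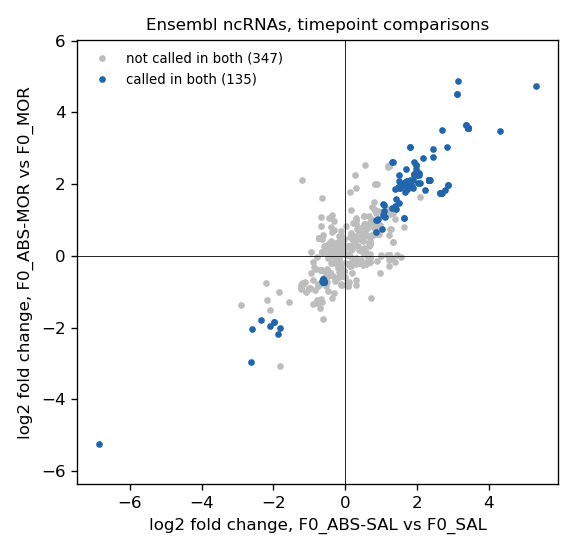
Log2 fold change of each of the 482 Ensembl ncRNAs tested between F0_ABS-SAL and F0_SAL (x axis) and between F0_ABS-MOR and F0_MOR (y axis). Each point is 1 transcript, transcripts with the same counts overlie each other, and the 135 called in both comparisons are in blue.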

Interestingly, however, a similar pattern was not observed in the Ensembl ncRNA comparisons.

Next, we tested the effect of treatment on smRNA content in sperm collected immediately after the conclusion of intravenous self-administration or after a prolonged abstinence period. 

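With edgeR, 0 miRNAs and 0 ncRNAs passed the adjusted p and fold change criteria between F0_MOR and F0_SAL. At an unadjusted p under 0.05 there were 23 miRNAs and 25 ncRNAs, where 15.9 and 24.1 are expected without any difference. DESeq2 in its default settings gave 30 and 45. It was fitted without that filter, to 562 miRNAs and 3804 ncRNAs, so the expected numbers above do not apply to it. The miRNA with the smallest p was rno-miR-150-5p, with 422 ± 108 TMM-normalized counts (SD, n = 7) in F0_MOR and 224 ± 134 (SD, n = 7) in F0_SAL. Its log2 fold change was 0.92 (standard error 0.26, adjusted p = 0.311 from edgeR's quasi-likelihood test). With DESeq2 in its default settings, the adjusted p was 0.114. Over the other settings that kept all libraries, it lay between 0.0127 with limma-voom and sample quality weights and 0.402 with only the 2 groups in the model. With one library left out, it lay between 0.00408 and 0.835. The ncRNA with the smallest p was the snoRNA transcript ENSRNOT00000083185.1 of the gene ENSRNOG00000059051.1, with 15.7 ± 8.39 TMM-normalized counts (SD, n = 7) in F0_MOR and 51.5 ± 28.8 (SD, n = 7) in F0_SAL. The log2 fold change was -1.74 (standard error 0.43, adjusted p = 0.122). With DESeq2 in its default settings it was -1.80 (adjusted p = 0.0372), and the transcript was then the 1 ncRNA called between these groups. Over the settings that kept all libraries, some of them chosen after seeing the data, its adjusted p lay between 0.00441 and 0.512, and with one library left out between 0.0618 and 0.558. It is taken here as the snoRNA of the paper for that reason, since the files do not pair identifiers with gene names. No other transcript had the same counts. The raw count of the snoRNA in F0_MOR was between 8 and 20 reads per library, against between 14 and 100 in F0_SAL.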

Between morphine and saline F0 males (F0_MOR_ vs. F0_SAL_), one mature miRNA and one ncRNA transcript were found to be differentially expressed in sperm: respectively, rno-miR-150-5p (Fig. 6a) and a small nucleolar RNA (snoRNA) sequence annotated genomically to an intronic region of the gene *Noc3l* (‘Nucleolar Complex Associated 3 Homolog’), as well as to an snoRNA sequence within the *Snora42/80* family (Fig. 6b) (see https://doi.org/10.5281/zenodo.14867043 for transcript sequences).

**Figure 6.**
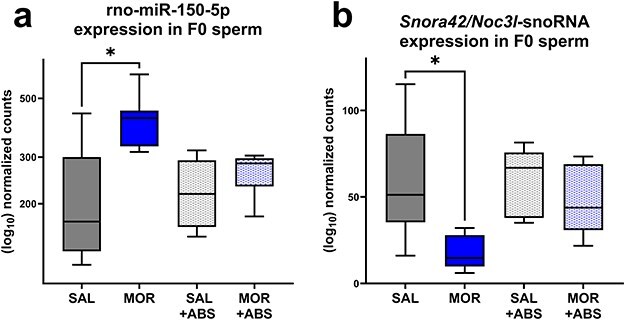
Expression of rno-miR-150-5p (a) and *Snora42/Noc3l*-annotated snoRNA (b) in sperm collected from nonabstinent saline- or morphine-exposed males (F0_SAL_ and F0_MOR_) and males that were 90 days abstinent from saline or morphine (F0_ABS-SAL_ and F0_ABS-MOR_).

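The median TMM-normalized count of rno-miR-150-5p was 164 in F0_SAL, 431 in F0_MOR, 222 in F0_ABS-SAL and 283 in F0_ABS-MOR. For the snoRNA transcript ENSRNOT00000083185.1 the medians were 46.1, 12.9, 67.4 and 52.1 in the same order. Mean log2 CPM of rno-miR-150-5p were higher in F0_MOR than in F0_SAL by 1.05 (two-sided exact permutation test, p = 0.0105, adjusted over 12 tests 0.0210). All 7 F0_MOR libraries lay above the F0_SAL mean, and 6 of the 7 F0_SAL libraries lay below every F0_MOR library. For the snoRNA, the difference was -1.54 (exact permutation test, p = 0.00583, adjusted 0.0140). All 7 F0_MOR libraries lay below the F0_SAL mean, and 4 of them below every F0_SAL library. Both transcripts were picked for their difference among many on the same data, which these p-values do not allow for.

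**Figure D3:**
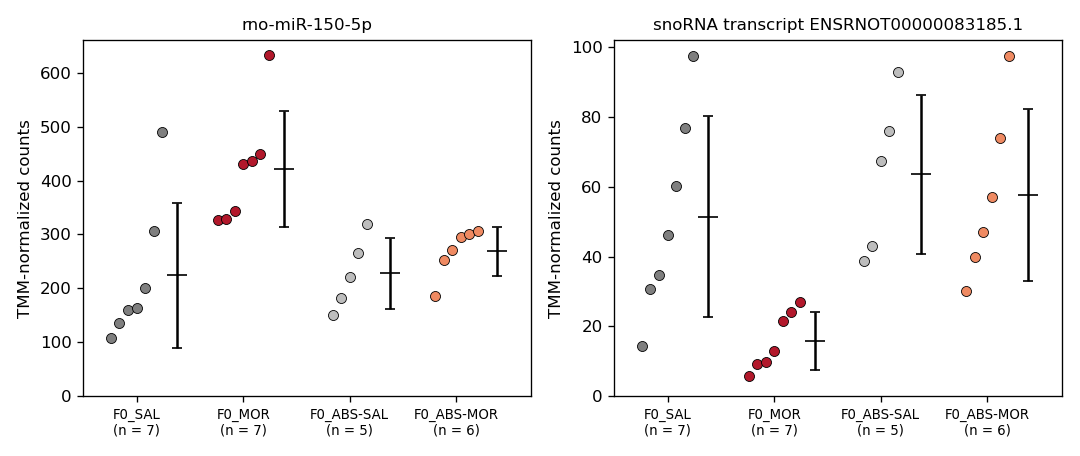
TMM-normalized counts (y axis) of rno-miR-150-5p (left) and of the snoRNA transcript ENSRNOT00000083185.1 (right) in each library of the 4 groups (x axis). Each point is 1 library, and the bars beside the points are the mean ± SD; F0_MOR libraries lie between 327 and 634 for rno-miR-150-5p and between 5.71 and 27.1 for the snoRNA.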

In contrast, no miRNA or other ncRNA transcripts were found to be differentially expressed between sperm of morphine- and saline-abstinent F0 males (F0_ABS-MOR_ vs. F0_ABS-SAL_). 

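Between F0_ABS-MOR and F0_ABS-SAL, 0 miRNAs and 0 ncRNAs were differentially expressed, and 4 miRNAs and 1 ncRNA had an unadjusted p under 0.05. With DESeq2 in its default settings, fitted without the filter on low counts, 5 miRNAs and 18 ncRNAs had an unadjusted p under 0.05. The TMM-normalized count of rno-miR-150-5p was 268 ± 45.7 (SD, n = 6) in F0_ABS-MOR and 228 ± 66.4 (SD, n = 5) in F0_ABS-SAL. The log2 fold change was 0.24 (standard error 0.29, adjusted p = 1.00 from edgeR's quasi-likelihood test), and the exact permutation test gave p = 0.247. The snoRNA transcript ENSRNOT00000083185.1 had 57.6 ± 24.6 normalized counts (SD, n = 6) in F0_ABS-MOR and 63.6 ± 22.8 (SD, n = 5) in F0_ABS-SAL. Its log2 fold change was -0.14 (standard error 0.45, adjusted p = 0.992), and the exact permutation test gave p = 0.636. In simulated counts with 10 transcripts changed by a log2 fold change of 1 between groups of these sizes, 57% of the changed miRNAs and 5% of the changed ncRNAs were called, and with 200 changed 80% and 38%. With 10 changed by a log2 fold change of 2, 97% and 70% were called.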

Notably, both rno-miR-150-5p and the *Snora42/Noc3l*-annotated snoRNA were differentially expressed between F0_MOR_ and F0_ABS-MOR_ but not between F0_SAL_ and F0_ABS-SAL_ (timepoint comparisons), as would be expected if differential expression of these sperm transcripts is specific to the nonabstinence breeding timepoint. 

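The log2 fold change of rno-miR-150-5p between F0_ABS-MOR and F0_MOR was -0.65 (standard error 0.27, adjusted p = 0.0845 from edgeR's quasi-likelihood test). In 7 of the 16 other settings that kept all libraries it did not pass the criteria, and the adjusted p ranged from 0.0305 to 0.327 over them. With one library left out, it did not pass in 7 of 13 fits. All 6 F0_ABS-MOR libraries lay below all 7 F0_MOR libraries (exact permutation test of log2 CPM, p = 0.00175). Between F0_ABS-SAL and F0_SAL, the log2 fold change was 0.03 (standard error 0.28, adjusted p = 0.946). The snoRNA transcript ENSRNOT00000083185.1 had a log2 fold change of 1.90 (standard error 0.44, adjusted p = 8.22e-04) between F0_ABS-MOR and F0_MOR. All 6 F0_ABS-MOR libraries lay above all 7 F0_MOR libraries (exact permutation test, p = 0.00117). Between F0_ABS-SAL and F0_SAL it was 0.30 (standard error 0.44, adjusted p = 0.632). Of the 22 snoRNA transcripts tested, 16 were called higher and 1 lower after abstinence in both timepoint comparisons. Copies were among them, since the 22 held 14 distinct sets of counts and the 16 held 8. A rise from F0_MOR to F0_ABS-MOR was thus not particular to this snoRNA. The 16 rose in the saline groups too, however, where this snoRNA was not called.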

Combined with our behavioural data demonstrating that intergenerational phenotypes appearing in F1 offspring bred from nonabstinent males appeared to normalize in F1_ABS_ offspring, this suggests that rno-miR-150-5p and *Snora42/Noc3l* snoRNA are possible candidates for sperm signatures underlying transmission of phenotype from exposed father to offspring. miR-150-5p expression, as measured by qPCR, appeared to replicate the group differences with similar magnitude and statistical significance as sequencing (F0_MOR_ vs. F0_SAL_  *P* = .07; F0_ABS-MOR_ vs. F0_ABS-SAL_  *P *= .42, Supplementary Data S4).

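Whether the effect of morphine differed between the 2 timepoints was also tested as an interaction, the log2 fold change between F0_MOR and F0_SAL minus that between F0_ABS-MOR and F0_ABS-SAL. For rno-miR-150-5p it was 0.68 (standard error 0.38, adjusted p = 0.953 from edgeR's quasi-likelihood test), and for the snoRNA transcript ENSRNOT00000083185.1 it was -1.59 (standard error 0.62, adjusted p = 0.912). No transcript passed the criteria for the interaction, and 10 miRNAs and 23 ncRNAs had an unadjusted p under 0.05. The qPCR values of Supplementary Data S4 were not analysed here. The paper reasons from 2 sets of sequencing comparisons. For miR-150-5p it also reports qPCR, in which the group differences appeared to recur. Between treatments, both transcripts differed in nonabstinent males and no transcript did in abstinent males. Between timepoints, both differed in the morphine groups and neither did in the saline groups. Together with the behaviour of the F1 offspring, the paper proposes the 2 transcripts as possible candidates for sperm signatures of transmission to offspring.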

The DIANA-microT-CDS algorithm identified 263 predicted targets of rno-miR-150-5p that met the input criteria. Because these did not include any experimentally validated predictions, we chose to focus only on the top two predicted mRNA transcripts with the highest interaction scores (*Vcsa2* and *Ppp2r1a*), which are reviewed briefly in the Discussion. The full microT-CDS output is available at https://doi.org/10.5281/zenodo.14013319.

## Discussion

Our previous studies demonstrated that paternal morphine exposure led to increased sensitivity to morphine reinforcement and morphine-derived antinociception in adulthood but reduced social play behaviour in adolescence in male offspring [29, 30, 39]. Here, we examined the impact of paternal abstinence following chronic morphine exposure on transmission of intergenerational factors from the F0 to the F1 generation. We found that these intergenerational phenotypes dissipated if F0 sires underwent extended abstinence from morphine prior to mating with drug-naïve females. Apparent disruption in expression of two sperm ncRNAs by morphine was no longer observed in sperm of morphine-abstinent males. In combination, these findings suggest that paternal abstinence surrounding the time of conception may protect progeny from inheriting germline factors that may increase susceptibility to addiction-related behaviours. Overall, these data begin to delineate the temporal boundaries of intergenerational transmission within the lifespan of a living organism, in addition to identifying paternal germline RNAs whose presence coincides with the manifestation of intergenerational phenotypes in offspring.

### smRNA sequencing in F0 sperm

To identify molecules correlated with transmission of morphine-induced intergenerational phenotypes, we compared smRNA content of sperm collected from nonabstinent and abstinent morphine- or saline-exposed adult males. In sperm of nonabstinent morphine-exposed males, two transcripts were found to be differentially abundant between saline- and morphine-self-administering animals: rno-miR-150-5p and an *Snora42/Noc3l*-annotated ncRNA. In contrast, no change in sperm smRNA expression was found in the morphine-abstinent group.

To identify molecules correlated with transmission of morphine-induced intergenerational phenotypes, we compared smRNA content of sperm collected from nonabstinent vs. abstinent morphine- or saline-exposed adult males. In sperm of nonabstinent males only, two transcripts were found to be differentially abundant between saline- and morphine-self-administering animals: rno-miR-150-5p and an *Snora42/Noc3l*-annotated ncRNA. In contrast, no smRNAs were differentially expressed in sperm of abstinent males.

The ‘SNORA’ family of snoRNAs, which includes *Snora42*, canonically guides pseudouridylation of RNAs, a post-transcriptional modification that impacts RNA-mediated cellular processes [69]. snoRNAs and *Noc3l* localize to the nucleolus, snoRNA abundance in the sperm cell varies over stages of spermatogenesis [70], although it is unclear if and how they may be involved in intergenerational inheritance. Henceforth, we direct our discussion to miR-150-5p and its predicted targets, as limited literature exists on this snoRNA outside the realm of oncology research. miR-150-5p is a mature miRNA transcribed from the *Mir150* gene, located on rat chromosome 1. In a rat model of spinal nerve ligation, spinal miR-150-5p was downregulated in rats experiencing mechanical allodynia, and exogenous administration of miR-150-5p lessened this allodynia [71]. Decreased miR-150-5p expression and miR-150-5p knockdown in hippocampus were further associated with increased blood corticosterone and anxiety in mice [72]. Otherwise, this miRNA has not been studied extensively in the context of behaviour and reproduction—most prominently, its expression and functioning have been linked with cancer processes and autoimmune conditions [73–75].

The rat miR-150-5p (rno-miR-150-5p) is further understudied compared to its mouse and human orthologs, which have been associated with several experimentally validated mRNA targets. In contrast, miRNA target databases currently list no experimentally validated mRNA targets of rno-miR-150-5p (likely attributable to the generally scant characterization of the rat genome vs. mouse and human). Fortunately, potential downstream mRNA targets of a given miRNA can be identified using target prediction algorithms, which use conserved seed sequences to predict miRNA–mRNA binding. We used the DIANA-microT-CDS algorithm, which predicts miRNA binding sites in both the 3′-UTR and the CDS, to identify high-confidence predicted targets of rno-miR-150-5p [76]. The top two highest-confidence predicted mRNA targets of rno-miR-150-5p were *Vcsa2* and *Ppp2r1a*. Notably, *Ppp2r1a*, targeted by both the human and mouse miR-150-5p orthologs, and *Smr3a*, a gene with high similarity to *Vcsa2*, are predicted targets of mouse mmu-miR-150-5p.

*Vcsa2* encodes a salivary protein (Smr1-alpha2), which currently has no annotated ortholog in humans or mice, although its sequence is highly similar to other members of the SMR/opiorphin gene cluster that is conserved among rats, mice, and humans [77, 78]. Within this gene family resides *Oprpn*, a relatively understudied salivary opiorphin. The peptide product of *Oprpn* inhibits enkephalin catabolism, and it is thought to act as a peripheral analgesic through this mechanism [79, 80]. Like *Oprpn, Vcsa2* is predicted to be involved in regulation of pain (GO term 0051930 [81, 82]). SMR/opiorphin gene and protein expression is not limited to saliva; indeed, opiorphin is detected in the human bloodstream [83]. Interestingly, *Vcsa2* demonstrates peak expression in the rat testes (Rat BodyMap database, accessed via EMBL-EBI Expression Atlas [84, 85]). Furthermore, SMR/opiorphin gene expression is highly sexually dimorphic and appears to be responsive to endocrine processes underlying stress and reproduction [86, 87]. Thus, *Vcsa2* is a compelling candidate for downstream targets mediating rno-miR-150-5p’s possible regulation of morphine analgesia in offspring of morphine-exposed males.

*Ppp2r1a* encodes a protein phosphatase 2 subunit, an enzyme that has widespread involvement in multiple biological processes. Dysregulation of *Ppp2r1a* is associated with neurodevelopmental and neurodegenerative disorders [88, 89], and it appears to play an important role alongside the alternate structural subunit of protein phosphatase 2, *Ppp2r1b*, in regulation of sperm physiology [90–92]. Thus, both *Ppp2r1a* and *Vcsa2* (expressed in rat testes) may prove informative targets for future characterization of gonadal mechanisms involved in intergenerational transmission. Of course, the involvement of miR-150-5p and *Vcsa2* in pain processes is an interesting parallel to our behavioural data. A significant consideration is that the modulation of pain by morphine “specifically” was impacted in F1_MOR_ animals; thus, any regulation of pain processing via miR-150-5p and downstream targets may only occur in the context of exogenous opioid use.

Finally, rno-miR-547-3p emerged as a potential correlate of timepoint, showing increased sperm expression at 90 days post behavioural testing in both treatment groups. Future studies may aim to investigate this transcript’s possible regulation of aging/time or stress associated with recent behavioural testing.

### Limitations

Some limitations to our methodology should be noted. First, sample size limitations prohibited more direct analysis of interaction effects in smRNA sequencing. Second, this design allowed only for correlation of F0 sperm RNA with F1 behavioural data. Additional work will be required to identify and validate causal factors, as well as their roles in this process. Importantly, the full mechanistic pathways underlying intergenerational inheritance in rodent models—that is, the precise series of events from F0 germline to F1 phenotypes—are still being delineated. Here, we found increased expression of miR-150-5p and an *Snora42/Noc3l*-annotated snoRNA that was specific to the sperm of nonabstinent, morphine-exposed males. miRNAs and other ncRNAs can directly modulate vast downstream expression networks through target silencing [93], although other functions, including complex roles in intergenerational inheritance, have been suggested [43, 94, 95]. For example, sperm ncRNAs could function as first-line environmental ‘sensors’ that proceed to direct translation of exposure signal into more stable epigenetic marks, such as DNA methylation or histone modifications [43, 51, 57, 96]. ncRNAs have diverse origins, and they may be incorporated into the germ cell at several stages of spermatogenesis [44, 97]. This complexity is further embedded within the landscape of hormonal and neurological interactions within the whole organism [97, 98]. Thus, future work should aim to contextualize our findings within a broader mechanistic network.

Our findings should be interpreted with understanding of the limitations associated with this work. Especially as awareness of epigenetic inheritance increases among the general public, it is crucial to emphasize that much more heterogeneity in phenotypic outcomes (and in their effect size) is expected among human populations vs. controlled animal models, given that this phenomenon is driven by environmental factors. Misinformation and harmful rhetoric surrounding epigenetic inheritance have already emerged in popular media, so it is important that we clarify relevance to the everyday person at the time of this publication [99–101]. Our work demonstrates that paternal opioid exposure around the time of conception may increase some addiction-correlated phenotypes among Sprague–Dawley male rats. This does “not” imply that children of human opioid users are fated to addiction. Epigenetically inherited phenotypes should be understood as one among many interacting socioeconomic, biological, and environmental factors that sum to determine whether a given individual crosses the threshold into addictive disorder. As this field develops, we may gain greater understanding of what environmental/genomic variables modulate intergenerational transmission.

## Conclusions

This study explored the temporal dynamics of father/sire-offspring germline transmission in a paternal morphine self-administration paradigm. We found that morphine-taking, adolescent social play, and morphine analgesia phenotypes that were disrupted in F1 offspring of morphine-exposed males were no longer evident in F1 rats bred from sires that were 90 days abstinent from morphine. We further leveraged this design to compare smRNA expression in sperm of males that were nonabstinent vs. 90 days abstinent from morphine, revealing two transcripts with disrupted expression exclusive to nonabstinent male sperm. These findings link morphine-sensitive F0 germline factors to the manifestation of intergenerational phenotypes in F1 offspring, contributing valuable mechanistic insights to the fields of addiction and epigenetic inheritance.

## Supplementary Material

dvaf006_Supp

## Data Availability

Raw sequencing data files are uploaded to the Gene Expression Omnibus (accession no. GSE274906). Additional supplementary data are uploaded to the Zenodo repository at https://doi.org/10.5281/zenodo.14867043.

# Supplementary material for: Extended abstinence from morphine alters sperm smRNA expression and prevents transmission of intergenerational phenotypes
**Source:** Environ Epigenet. 2025 Mar 20;11(1):dvaf006. doi: 10.1093/eep/dvaf006

**S1. sRNABench settings (From "parameters.txt" and "parametersWeb.txt" sRNABench output files)**

Used genome assembly bowtie1 index: Rnor\_6\_0\_mp  
Minimum number of reads: 2  
Minimum read length: 15  
No maximum read length:

---- ANNOTATIONS ----  
Used miRNAs reference species from miRBase v22  
Used miRNAs for species: rno  
Used ncRNA annotations:  
    libs=Rnor\_6\_0\_RNAcentral (RNAcentral database 20.0)  
    libs=Rnor\_6\_0\_ncRNA (ncRNA from Ensembl release 104 (51 for Metazoan))  
    libs=Rnor\_6\_0\_cdna (cDNA from Ensembl release 104 (51 for Metazoan))

---- Preprocessing and adapter trimming parameters: ----  
NEBnext protocol was used with parameters:  
    Adapter sequence: AGATCGGAAGAGCACACGTCT  
    Minimum length of adapter that needs to be detected: 10  
    Allowed mismatches in adapter 1  
    Adapter detected starts at position 0 of the read

---- Quality filtering ----  
    MEAN quality filtering was used. The read is discarded if the mean phred score is below the threshold: 20

---- Mapping parameters and Annotations ----  
Number of allowed mismatches: 1 (mm=1)  
Alignment type: seed alignment (alignType=n)  
Length of the seed: 20 (seed=20)

Used genome assembly bowtie1 index: Rnor\_6\_0\_mp  
Minimum number of reads: 2  
Minimum read length: 15  
No maximum read length:

---- ANNOTATIONS ----  
Used miRNAs reference species from miRBase v22  
Used miRNAs for species: rno  
Used ncRNA annotations:  
    libs=Rnor\_6\_0\_RNAcentral (RNAcentral database 20.0)  
    libs=Rnor\_6\_0\_ncRNA (ncRNA from Ensembl release 104 (51 for Metazoan))

libs=Rnor\_6\_0\_cdna (cDNA from Ensembl release 104 (51 for Metazoan))

---- Preprocessing and adapter trimming parameters: ----  
NEBnext protocol was used with parameters:  
Adapter sequence: AGATCGGAAGAGCACACGTCT  
Minimum length of adapter that needs to be detected: 10  
Allowed mismatches in adapter 1  
Adapter detected starts at position 0 of the read

---- Quality filtering ----  
MEAN quality filtering was used. The read is discarded if the mean phred score is below the threshold: 20

**S2.** Number of F0 sires represented per F1 experimental groups.

| <b>Assay</b>                    | <b>Experimental group</b>     | <b>Sample size</b> | <b># of unique sires represented</b> |
|---------------------------------|-------------------------------|--------------------|--------------------------------------|
| <b>Morphine IVSA</b>            | F1 <sub>ABS-SAL</sub> Females | 7                  | 4                                    |
|                                 | F1 <sub>ABS-MOR</sub> Females | 11                 | 5                                    |
|                                 | F1 <sub>ABS-SAL</sub> Males   | 12                 | 5                                    |
|                                 | F1 <sub>ABS-MOR</sub> Males   | 9                  | 5                                    |
| <b>Social play</b>              | F1 <sub>ABS-SAL</sub> Females | 10 (pairs)         | 7                                    |
|                                 | F1 <sub>ABS-MOR</sub> Females | 10 (pairs)         | 5                                    |
|                                 | F1 <sub>ABS-SAL</sub> Males   | 10 (pairs)         | 7                                    |
|                                 | F1 <sub>ABS-MOR</sub> Males   | 7 (pairs)          | 4                                    |
| <b>Baseline pain response</b>   | F1 <sub>ABS-SAL</sub> Females | 8                  | 5                                    |
|                                 | F1 <sub>ABS-MOR</sub> Females | 10                 | 5                                    |
|                                 | F1 <sub>ABS-SAL</sub> Males   | 8                  | 5                                    |
|                                 | F1 <sub>ABS-MOR</sub> Males   | 10                 | 5                                    |
| <b>Acute morphine analgesia</b> | F1 <sub>ABS-SAL</sub> Females | 8                  | 5                                    |
|                                 | F1 <sub>ABS-MOR</sub> Females | 10                 | 5                                    |
|                                 | F1 <sub>ABS-SAL</sub> Males   | 8                  | 5                                    |
|                                 | F1 <sub>ABS-MOR</sub> Males   | 10                 | 5                                    |
| <b>F0 Sperm smRNA seq</b>       | F0 <sub>SAL</sub>             | 7                  | NA                                   |
|                                 | F0 <sub>MOR</sub>             | 7                  |                                      |
|                                 | F0 <sub>ABS-SAL</sub>         | 5                  |                                      |
|                                 | F0 <sub>ABS-MOR</sub>         | 6                  |                                      |
| <b>F0 Sperm smRNA qPCR</b>      | F0 <sub>SAL</sub>             | 7                  | NA                                   |
|                                 | F0 <sub>MOR</sub>             | 7                  |                                      |
|                                 | F0 <sub>ABS-SAL</sub>         | 6                  |                                      |
|                                 | F0 <sub>ABS-MOR</sub>         | 6                  |                                      |

**S3.** Full statistical analysis results. IVSA = intravenous self-administration, PR = progressive ratio.

|                | Test                               | Effect             | Figure | df      | Test statistic | p-value |
|----------------|------------------------------------|--------------------|--------|---------|----------------|---------|
| <b>FEMALES</b> | IVSA morphine infusions, Days 1-10 | Sire treatment     | 2a     | 1,16    | $F = 0.02$     | 0.881   |
|                |                                    | Day                | 2a     | 9,144   | $F = 4.34$     | <.001*  |
|                |                                    | Sire tx*Day        | 2a     | 9,144   | $F = 0.45$     | 0.909   |
|                | Morphine infusions, PR trial       | Sire treatment     | 1c     | NA      | $U = 47.50$    | 0.466   |
|                | Social play                        | Pinning            | 3a     | 17      | $t = 1.73$     | 0.102   |
|                |                                    | Pouncing           | 3b     | 17      | $t = 0.99$     | 0.338   |
|                | Baseline pain response             | Sire treatment     | 4a     | 1,16    | $F = 1.87$     | 0.191   |
|                |                                    | Stimulus           | 4a     | 4,55    | $F = 12.46$    | <.0001* |
|                |                                    | Sire tx*Stimulus   | 4a     | 4,55    | $F = 1.56$     | 0.198   |
|                | Acute morphine analgesia           | Sire treatment     | 5a     | 1,8.3   | $F = 0.06$     | 0.815   |
|                |                                    | Stimulus           | 5a     | 2,112.4 | $F = 78.97$    | <.0001* |
|                |                                    | Timepoint          | 5a     | 2,111.9 | $F = 0.12$     | 0.882   |
|                |                                    | Sire tx*Stimulus   | 5a     | 2,112.4 | $F = 0.18$     | 0.831   |
|                |                                    | Sire tx*Timepoint  | 5a     | 2,111.9 | $F = 0.67$     | 0.513   |
|                |                                    | Stimulus*Timepoint | 5a     | 4,111.8 | $F = 3.07$     | 0.019*  |
|                |                                    | Sire tx*Stim*Time  | 5a     | 4,111.8 | $F = 0.45$     | 0.773   |
| <b>MALES</b>   | IVSA morphine infusions, Days 1-10 | Sire treatment     | 2b     | 1,8.12  | $F = 0.50$     | 0.500   |
|                |                                    | Day                | 2b     | 9,171   | $F = 0.86$     | 0.564   |
|                |                                    | Sire tx*Day        | 2b     | 9,171   | $F = 0.32$     | 0.966   |
|                | Social play                        | Pinning            | 3c     | 15      | $t = 0.42$     | 0.680   |
|                |                                    | Pouncing           | 3d     | 15      | $t = 0.14$     | 0.890   |
|                | Baseline pain response             | Sire treatment     | 4b     | 1,17    | $F = 0.86$     | 0.368   |
|                |                                    | Stimulus           | 4b     | 4,61.5  | $F = 10.70$    | <.0001* |
|                |                                    | Sire tx*Stimulus   | 4b     | 4,61.5  | $F = 0.58$     | 0.676   |
|                | Acute morphine analgesia           | Sire treatment     | 5b     | 1,8.1   | $F = 0.89$     | 0.372   |
|                |                                    | Stimulus           | 5b     | 2,116.5 | $F = 88.80$    | <.0001* |
|                |                                    | Timepoint          | 5b     | 2,116.4 | $F = 1.16$     | 0.318   |
|                |                                    | Sire tx*Stimulus   | 5b     | 2,116.5 | $F = 1.15$     | 0.320   |
|                |                                    | Sire tx*Timepoint  | 5b     | 2,116.4 | $F = 1.34$     | 0.267   |
|                |                                    | Stimulus*Timepoint | 5b     | 4,115.9 | $F = 1.06$     | 0.380   |
|                |                                    | Sire tx*Stim*Time  | 5b     | 4,115.9 | $F = 1.55$     | 0.192   |

**S4.** qPCR quantification of mir-150-5p abundance in F0 sperm.

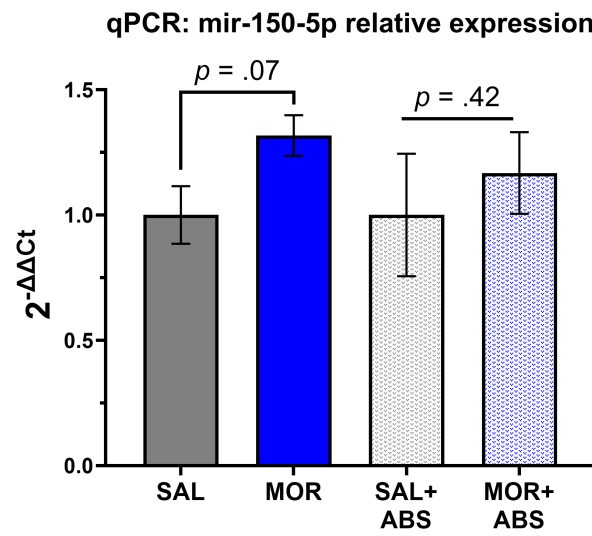

**Supplement:** dvaf006_Supp

How the deposited data were processed for this re-analysis (not part of the article)

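Sperm smRNA libraries of 25 F0 males were compared, 7 F0_SAL, 7 F0_MOR, 5 F0_ABS-SAL and 6 F0_ABS-MOR. The authors prepared the libraries with the NEBNext small RNA kit and used the forward reads of paired-end Illumina sequencing. With sRNAbench they trimmed adaptors, filtered reads on mean quality, aligned them to the rat genome (Rnor_6.0) and annotated them first to miRBase and then, for the reads left over, to Ensembl ncRNAs. The authors deposited the resulting read counts per mature miRNA and per ncRNA transcript, 1 column per library, without normalization. The counts were whole numbers, column totals differed between libraries, and no count was 1.

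Columns are named by a letter, by REG or TO, and by SAL or MOR. The paper does not expand REG and TO, and they were matched to the nonabstinent and abstinent groups by group size, since 7 REG_SAL, 7 REG_MOR, 5 TO_SAL and 6 TO_MOR columns stand against the same group sizes in the sample labels and in Supplementary Data S2. Taken in alphabetical order, the letters give the same group as the sample labels in order of deposition at 25 of 25 positions, which speaks for this match. No label names a letter, and order alone was not used to give a library a replicate number, so libraries were assigned to groups only. All 300 pairs of libraries, within and between groups, differed far beyond sampling noise, with a chi-square per degree of freedom of at least 35.9 for miRNAs and 39.3 for ncRNAs, so no library was present under 2 letters.

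The counts were analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, edgeR's filter on low counts over the 4 groups and 1 model with the 4 groups, fitted separately for miRNAs and ncRNAs. The paper used DESeq2 with the same grouping, and DESeq2 1.42.0 was run as an alternative. Adjusted p-values are Benjamini-Hochberg values from edgeR, or from DESeq2 or limma where a sentence says so. The standard error of an edgeR log2 fold change was taken as its size divided by the square root of the F statistic, which is an approximation. A transcript was called differentially expressed at an adjusted p under 0.1 and an absolute log2 fold change above 0.58. The 4 pairwise comparisons and the interaction were tested. Normalized counts are TMM-scaled counts at the geometric mean library size. Single transcripts and marker scores were compared with two-sided exact permutation tests of log2 CPM, TMM-scaled counts relative to library size with a prior count of 2. Correlations across libraries were computed after removing each group's mean, with p from 100000 permutations within groups.

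The transcripts named are those the paper names and, for each comparison, the 3 with the smallest p among those called, of which ncRNA copies with the same counts are given once. The ncRNA files give no gene names, and 0 of their gene identifiers matched the RefSeq table at hand, which is for the assembly GRCr8 and was used only to find which miRNA genes neighbour each other. The snoRNA of the paper was taken to be the 1 ncRNA transcript that DESeq2 calls between F0_MOR and F0_SAL.

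The ncRNA counts varied more between libraries of a group than the miRNA counts, with a common dispersion of 0.262 against 0.111. The largest single ncRNA transcript, a mitochondrial rRNA, held 51.3% of all ncRNA counts, and rno-miR-34c-5p held 39.0% of all miRNA counts. The test was tried on simulated data drawn from the means and library sizes of the real libraries. With 200 transcripts changed by a log2 fold change of 1 between F0_MOR and F0_SAL, 87% of the changed miRNAs and 52.5% of the changed ncRNAs were called. There were 3 false calls with 313 miRNAs tested and 7 with 466 ncRNAs tested. These totals include changed transcripts, which could not count as false calls, so the rate among unchanged transcripts was higher than they give. With 10 miRNAs changed by a log2 fold change of 2 in each of 10 simulations, 16 false calls stood beside 96 correct ones for F0_MOR against F0_SAL and 18 beside 97 for F0_ABS-MOR against F0_ABS-SAL, more than the share an adjusted p of 0.1 allows.

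The alternatives were DESeq2, limma-voom (limma 3.58.1) with sample quality weights, DESeq2 size factors, total count alone, 1 TMM factor per library from the 2 matrices joined, no filter on low counts, a minimum of 10 counts in every library, only the 2 groups compared in the model, robust dispersion estimation, an adjusted p under 0.05, no fold change threshold, log2 total count as a covariate, 1 surrogate variable (sva 3.50.0) as a covariate, and each library left out in turn. After the data had been seen, DESeq2 on filtered transcripts, transcripts with identical counts reduced to 1, libraries thinned to equal totals and the removal of mitochondrial rRNA were added. The behavioural data and the qPCR were not analysed here.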

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

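The tests of the ncRNA pattern and of the snRNA share in this part were chosen only after those results were seen, and the other splits of the libraries were planned before.

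In 60 groups of 5 to 7 libraries, the highest or lowest library was checked against the others for total counts, named transcripts, marker scores and the snRNA share. In 4 groups a library stood apart, where chance gives about 3. The log2 total ncRNA count of F0_SAL library O was 22.63, with the next library at 21.76. The mean log2 level of leukocyte miRNAs was lowest in F0_MOR library B, at 6.01 against 6.74 for the next. The mean log2 level of erythroid miRNAs was highest in F0_SAL library V, at 8.66 against 7.99, and lowest in F0_ABS-MOR library Q, at 5.70 against 7.03. No biological explanation was tested for these, and their number is what chance gives.

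For the Ensembl ncRNAs, the paper reports no pattern similar to the miRNA overlap among the top 10 of the timepoint comparisons. The set of all called transcripts is a wider measure. By it, 135 ncRNAs were differentially expressed in the same direction in both timepoint comparisons. Of the 100 splits of the libraries of each comparison, the real one included, 1 gave as many calls as the real 176 between F0_ABS-SAL and F0_SAL, and 1 gave as many as the real 172 between F0_ABS-MOR and F0_MOR. In both cases this was the real split, and the largest count in any other split was 94 and 127. With transcripts of identical counts reduced to 1, 91 were called in both comparisons. The 135 already held 108 distinct sets of counts, so this step could not have removed most of them, and copies that share only some reads were not looked at. The pattern cannot be told apart from reads shared between copies by this step. With every library thinned to the smallest total, 98 were called in both. Thinning leaves normalized differences unchanged on average, so the pattern cannot be told apart from a difference in depth by this test. Log2 total count as a covariate was another alternative. Over 15 settings the number called in both lay between 65 and 153, the lowest with at least 10 counts in every library. The pattern therefore did not disappear with depth in the model, which argues against depth as its only source. With total count alone in place of TMM, 126 were called in both, and with the mitochondrial rRNAs left out before normalization, 127. The direction of the whole set depended on the scaling, with 113 higher and 22 lower under TMM but 77 higher and 49 lower under total count alone. An effect of age or of time since self-administration, the biological explanation the design gives, is one candidate explanation. It could not be told apart from a difference in batch, in the date of collection or in the collection medium. The paper names 2 media and the labels give none of these for single libraries.

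The snRNA share of ncRNA counts, with identical transcripts counted once, was 5.13 ± 1.67% (SD, n = 7) in F0_SAL and 5.89 ± 2.14% (SD, n = 7) in F0_MOR. It was 20.1 ± 6.84% (SD, n = 5) in F0_ABS-SAL and 18.5 ± 4.59% (SD, n = 6) in F0_ABS-MOR. The differences were 15.0 and 12.6 percentage points (exact permutation p = 0.00126 and 5.83e-04, the smallest these groups allow, adjusted over 24 tests 0.00606). Every abstinent library, at least 13.6%, lay above every nonabstinent library, at most 8.39%. With all transcripts counted, the differences were 30.8 and 24.3 percentage points, and with the mitochondrial rRNAs left out of the total 33.8 and 35.8. RNA from other cells in the sperm pellets may contribute. Within groups (n = 25), the log2 share fell as the mean level of sperm miRNAs rose, with a Spearman's rho of -0.478 (permutation p = 0.0191, adjusted over 6 relations 0.0383) and a Pearson's r of -0.477 (permutation p = 0.0139). Without the 2 libraries farthest from the median, r was -0.253 (permutation p = 0.236), so this relation rests on them. The share rose with the mean level of epithelial miRNAs, with a rho of 0.722 (permutation p = 2.0e-04, adjusted 0.00120) and an r of 0.622 (permutation p = 5.70e-04). Without the 2 libraries farthest from the median, r was 0.558 (permutation p = 0.00729). Depth within groups went the other way, with a rho of -0.610 between the share and the total ncRNA count (permutation p = 0.00258, adjusted 0.00774) and an r of -0.608 (permutation p = 0.00608), which was -0.350 (permutation p = 0.169) without 2 libraries. With the epithelial level removed by its slope within groups, the difference in log2 share was 1.48 in saline and 1.27 in morphine males, against 2.00 and 1.73 without that step (exact permutation p = 0.00126 and 5.83e-04). With the sperm level removed it was 1.40 and 1.32 (exact permutation p = 0.00126 and 0.00117), and with both removed 1.33 and 1.19 (exact permutation p = 0.00126 and 5.83e-04). In each case every abstinent library still lay above every nonabstinent library of its treatment. A slope from noisy levels removes too little, but the step removes too much where markers rise through their own genes. What is left is therefore not a bound. RNA from cells that these markers follow may therefore account for part of the higher share, and how large a part was not settled. The endothelial level was not removed from the share. Cells that these markers do not follow and a difference in batch were not tested.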

How the results depend on the processing

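The DESeq2 fits on filtered transcripts, the thinned libraries, the transcripts with identical counts reduced to 1, the removal of mitochondrial rRNA and all alternatives for the snRNA share were chosen only after the results were seen, and the other alternatives were fixed before the data were examined. No paired analysis was possible because the column names carry no replicate numbers and the order of the letters was not used to assign them, so the planned fit with a replicate block was not run.

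Between F0_MOR and F0_SAL, 0 miRNAs were called (23 at an unadjusted p under 0.05). The number was 1 with limma-voom and quality weights, 1 with DESeq2 after edgeR's filter, 1 with DESeq2 on transcripts with at least 10 counts in total, and from 0 to 1 across the 14 fits that each left out one library. For ncRNAs it was also 0 (25 at an unadjusted p under 0.05). It was 1 with DESeq2 defaults, with DESeq2 size factors, with 1 surrogate variable, with either filter before DESeq2 and with the mitochondrial rRNAs left out. It was 2 with no filter and 19 (18 higher, 1 lower) with only the 2 groups in the model, and from 0 to 1 with one library left out. For the interaction, 0 ncRNAs were called (23 at an unadjusted p under 0.05), and 1 with no filter. The causes were not tested.

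The number of miRNAs between F0_ABS-SAL and F0_SAL was 105, and from 65 to 126 with one library left out. Between F0_ABS-MOR and F0_MOR it was 67, and 43 at an adjusted p under 0.05. In both timepoint comparisons 45 miRNAs were called. Over 13 settings the number ranged from 34 to 68, the largest with log2 total count as a covariate. The first 10 by p shared 4 miRNAs, the first 20 shared 8, and the first 10 by absolute log2 fold change 2. For ncRNAs, 176 were called between F0_ABS-SAL and F0_SAL, 96 with at least 10 counts in every library and 112 with identical transcripts reduced to 1. Between F0_ABS-MOR and F0_MOR there were 172, and 92 with at least 10 counts in every library. In both comparisons 135 were called, and 65 with that filter. The first 10 by absolute log2 fold change shared 5 ncRNAs in place of 10. The causes were not tested.

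The scaling moved the medians of all log2 fold changes and with them the directions. With total count alone, the median moved by up to 0.39 for miRNAs and -0.48 for ncRNAs. The miRNAs called between F0_ABS-SAL and F0_SAL went from 71 higher and 34 lower to 110 and 1, and those between F0_ABS-MOR and F0_MOR from 35 and 32 to 57 and 14, or 56 and 18 with the joined TMM factors. The ncRNAs called between F0_ABS-SAL and F0_SAL went from 141 higher and 35 lower to 89 and 55 with total count alone, 120 and 70 with DESeq2 size factors and 109 and 73 with DESeq2. Those between F0_ABS-MOR and F0_MOR went from 139 and 33 to 98 and 84, 108 and 94, and 115 and 111, or 121 and 72 with the joined TMM factors.

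Reversed values were close to 0. The log2 fold change of rno-miR-547-3p between F0_MOR and F0_SAL, 0.05, was -0.12 with the joined TMM factors, -0.0202 with no filter and -0.0173 with log2 total count as a covariate, and from -0.0946 to 0.0606 with one library left out. In the exact test of the same difference it was -0.0123 with DESeq2 size factors. Between F0_ABS-MOR and F0_ABS-SAL it ranged from -0.0667 to 0.221 with one library left out. That of rno-miR-186-5p between F0_MOR and F0_SAL was -0.0652 with the joined TMM factors and from -0.0346 to 0.0978 with one library left out. That of rno-miR-150-5p between F0_ABS-SAL and F0_SAL was -0.0596 with 1 surrogate variable and from -0.15 to 0.29 with one library left out, and that of the snoRNA there from -0.15 to 0.48. The correlation of the 2 treatment comparisons across miRNAs, 0.0158, was -0.0247 by Pearson and -0.0408 with at least 10 counts in every library. Across ncRNAs, -0.0332 became 0.0104 with identical transcripts reduced to 1. The mean level of erythroid miRNAs between F0_ABS-SAL and F0_SAL, -0.35, was 0.0235 with total count alone. The exact test of rno-miR-150-5p between F0_ABS-MOR and F0_MOR no longer passed with total count alone, with a difference of -0.44 (adjusted p = 0.134).

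Over the log2 fold changes of the named transcripts, with copies counted once, 400 of 422 values under the alternatives kept their direction and their side of the criteria, 7 fell below the criteria, 10 rose past them and 5 changed sign. With one library left out, 318 of 350 did, with 7, 5 and 20 changes. The adjusted p of rno-miR-150-5p between F0_MOR and F0_SAL was 0.311, with a range of 0.0127 to 0.402 over the alternatives that kept all libraries and of 0.00408 to 0.835 with one library left out. It was lowest without F0_SAL library H, which has the highest count of rno-miR-150-5p in that group. In simulated counts with 10 ncRNAs changed by a log2 fold change of 1, 19% were called between F0_MOR and F0_SAL and 5% between F0_ABS-MOR and F0_ABS-SAL. With 200 changed it was 52.5% and 38%, so how many ncRNA changes of this size would be found depends on how many transcripts change.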

Differences from the paper's values

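The DESeq2 fits on filtered transcripts and the fit without mitochondrial rRNA were chosen only after the values were seen.

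Between F0_MOR and F0_SAL, the paper's number of differentially expressed miRNAs is 1, and edgeR's quasi-likelihood test gave 0 (23 at an unadjusted p under 0.05). Of the 13 alternatives set before the data were examined, other than leaving out libraries, limma-voom with sample quality weights gave 1, which was rno-miR-150-5p, and the others gave 0. The stricter adjusted p and the missing fold change threshold reused the main fit. Its smallest adjusted p was above 0.1, so these alternatives could only give 0. DESeq2, the paper's tool, gave 0 in its default settings, with an adjusted p of 0.114 for rno-miR-150-5p. Of the 14 fits that each left out one library, the one without F0_SAL library H gave 1. DESeq2 after edgeR's filter and DESeq2 on transcripts with at least 10 counts in total also gave 1, with an adjusted p for rno-miR-150-5p of 0.0607 and 0.0933, and both were chosen after seeing the values. Over the settings that kept all libraries it ranged from 0.0127 to 0.402, and with one library left out from 0.00408 to 0.835.

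For ncRNAs between F0_MOR and F0_SAL, the paper's number is 1, and edgeR's quasi-likelihood test gave 0 (25 at an unadjusted p under 0.05). Of the 13 alternatives, DESeq2 in its default settings, DESeq2 size factors in edgeR and 1 surrogate variable gave 1, which was the snoRNA transcript ENSRNOT00000083185.1 each time. Without a filter the number was 2, and the snoRNA was not among them (adjusted p = 0.332). With only the 2 groups in the model it was 19, and the snoRNA was among them (adjusted p = 0.0783). The others gave 0, which the stricter adjusted p and the missing fold change threshold had to give, since the main fit had no adjusted p under 0.1. Over the settings that kept all libraries the adjusted p of the snoRNA ranged from 0.00441 to 0.512, and with one library left out from 0.0618 to 0.558. In 4 of the 14 fits that left out one library the number was 1. DESeq2 after edgeR's filter, DESeq2 on transcripts with at least 10 counts in total, and edgeR without mitochondrial rRNA gave 1, and all of these were chosen after seeing the values.

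The paper states that the Ensembl ncRNAs showed no pattern like that of the miRNAs in the timepoint comparisons. Here the first 10 ncRNAs by p were shared by the 2 timepoint comparisons, although these were copies with identical counts. With DESeq2, 8 were shared, but identical transcripts were not reduced there, so these may hold copies too. In the same direction in both, 135 ncRNAs were called. In the discussion of limitations, the paper states that the snoRNA was higher in sperm of nonabstinent morphine-exposed males. Its log2 fold change between F0_MOR and F0_SAL was -1.74, and in Fig. 6b of the paper it is also lower in F0_MOR.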

Other observations

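The tests with libraries thinned to equal totals, with the leukocyte, endothelial or sperm level removed, of the endothelial level between F0_MOR and F0_SAL, of the size of the difference with total count as a covariate, with markers of neighbouring genes left out and of the genes next to Mir547 were chosen only after the results they concern were seen.

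The authors washed the sperm pellets until they were visibly free of blood. Whether leukocyte RNA might account for the higher rno-miR-150-5p in F0_MOR was tested with the mean log2 level of 5 leukocyte miRNAs listed before the data were examined. Within groups (n = 25), rno-miR-150-5p rose with it, with a Spearman's rho of 0.643 (permutation p = 0.00122, adjusted over 5 relations 0.00610) and a Pearson's r of 0.669 (permutation p = 0.00258), or 0.644 (permutation p = 0.00413) without the 2 libraries farthest from the median. The leukocyte level itself differed little between F0_MOR and F0_SAL, by 0.19 on the log2 scale (exact permutation p = 0.419). With the leukocyte level removed by its slope within groups, rno-miR-150-5p was still higher in F0_MOR by 0.87 (exact permutation p = 0.00291), against 1.05 without that step. Leukocyte RNA may therefore contribute to the spread of rno-miR-150-5p between libraries.

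Other cell sources were related to rno-miR-150-5p too. Within groups (n = 25), it rose with the mean level of 3 endothelial miRNAs, with a rho of 0.510 (permutation p = 0.0179, adjusted over 5 relations 0.0298) and an r of 0.561 (permutation p = 0.00831), or 0.475 (permutation p = 0.0332) without the 2 libraries farthest from the median. It fell as the mean level of 5 sperm miRNAs rose, with a rho of -0.553 (permutation p = 0.00836, adjusted 0.0209) and an r of -0.496 (permutation p = 0.0195), or -0.434 (permutation p = 0.0569) without 2 libraries. The endothelial level was itself higher in F0_MOR than in F0_SAL, by 0.34 (exact permutation p = 0.0344, adjusted over 20 tests 0.0860), with all 7 F0_MOR libraries above the F0_SAL mean. This came from rno-miR-221-3p (log2 fold change 0.33) and rno-miR-222-3p (0.69), neither of them past the criteria in edgeR, while rno-miR-126a-5p (-0.06) and rno-miR-126a-3p (-0.02) did not rise, which speaks against more endothelial RNA in F0_MOR. With the endothelial level removed by its slope within groups, rno-miR-150-5p was higher in F0_MOR by 0.72 (exact permutation p = 0.0198), and with the sperm level removed by 0.88 (exact permutation p = 0.00816). A slope from noisy levels removes too little, so RNA from other cells may still account for some part of the difference, but the markers do not single out a source. Depth was looked at as well. With every library thinned to the smallest total, the log2 fold change was 0.91 against 0.92, but thinning leaves a normalized fold change unchanged on average. With log2 total count as a covariate the adjusted p was 0.279, but it was above 0.1 without the covariate too, so the difference cannot be told apart from one in depth by these 2 values. The size of the difference speaks more clearly, since with the covariate the log2 fold change was 0.82, and it lay between 0.82 and 1.07 over the settings that kept all libraries and between 0.77 and 1.16 with one left out. Depth therefore did not account for most of it. A biological explanation, morphine exposure, remains a hypothesis, since the difference was not past the criteria in the main test.

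Epithelial and endothelial RNA were tested as sources of the timepoint differences in rno-miR-200a-5p and rno-miR-126a-3p. The mean level of 5 epithelial miRNAs was higher in F0_ABS-SAL than in F0_SAL by 0.43 (exact permutation p = 0.00884) and in F0_ABS-MOR than in F0_MOR by 0.38 (exact permutation p = 0.0326). That of 3 endothelial miRNAs was higher by 0.95 (exact permutation p = 0.00126) and 0.46 (exact permutation p = 0.00699). Adjusted over 20 tests, the larger of the 2 p-values became 0.0860 for the epithelial and 0.0295 for the endothelial level. These lists hold miRNAs from the same or neighbouring genes as the 2 miRNAs in question. Without them, the remaining 2 epithelial miRNAs were higher by 0.18 (exact permutation p = 0.364) and 0.30 (exact permutation p = 0.0804). These 2 differed, since rno-miR-141-3p passed the criteria in both comparisons (log2 fold change 0.62 and 0.74). For rno-miR-200c-3p the log2 fold changes were -0.15 and -0.10. The remaining 2 endothelial miRNAs were higher by 0.69 (exact permutation p = 0.0429) and 0.24 (exact permutation p = 0.294). The timepoint differences in these 2 miRNAs may thus reflect their own genes as well as RNA from other cells, and the 2 cannot be separated here. The mean level of 5 miRNAs of testis and sperm was lower at the abstinent timepoint, by -0.60 in saline (exact permutation p = 0.00379) and -0.41 in morphine males (exact permutation p = 0.00758). Erythroid miRNAs differed by -0.99 between F0_ABS-MOR and F0_MOR (exact permutation p = 0.00641, adjusted over 20 tests 0.0295) and by -0.35 between F0_ABS-SAL and F0_SAL (exact permutation p = 0.164, adjusted 0.292), and the latter was 0.0235 with total count alone.

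In the RefSeq table of the assembly GRCr8, Mir547 stands in a row of miRNA genes with Mir3585, Mir201 and Mir509. Their 5 mature miRNAs were all higher at the abstinent timepoint in both treatments, with a mean difference of 0.95 in saline (exact permutation p = 0.00126) and 0.72 in morphine males (exact permutation p = 0.0367). With edgeR, 4 of the 5 were called in saline and 1 in morphine males. The other 53 mature miRNAs of the X chromosome tested differed by -0.05 (exact permutation p = 0.348) and -0.01 (exact permutation p = 0.873). A candidate explanation is that rno-miR-547-3p rises together with its neighbouring genes. Whether this is an effect of age, of time since self-administration, of the cells in the pellets or of a batch was not tested.

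The qPCR of the paper used rno-miR-186-5p as its reference. On that scale, the log2 ratio of the sequencing counts of rno-miR-150-5p and rno-miR-186-5p was higher in F0_MOR (n = 7) than in F0_SAL (n = 7) by 0.96, a fold of 1.95 (exact permutation p = 0.0245, adjusted over the 2 comparisons 0.0490). It was higher in F0_ABS-MOR (n = 6) than in F0_ABS-SAL (n = 5) by 0.37, a fold of 1.29 (exact permutation p = 0.229).

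Other splits of the libraries were counted for each comparison, with the real split among the 100. Between F0_ABS-SAL and F0_SAL, 1 of the 100 splits gave as many called miRNAs as the real 105, with at most 97 in any other. Between F0_ABS-MOR and F0_MOR, 1 of the 100 gave as many as the real 67, with at most 61 in any other. In the treatment comparisons and the interaction the real count was 0 for both miRNAs and ncRNAs (unadjusted p under 0.05 for 23, 4 and 10 miRNAs and 25, 1 and 23 ncRNAs), so all 100 of 100 splits gave as many. Single other splits gave up to 19 miRNAs and 74 ncRNAs between F0_MOR and F0_SAL, and up to 55 and 42 between the abstinent groups. Across transcripts, the log2 fold changes of the 2 treatment comparisons had a Spearman's rho of 0.0158 for miRNAs (permutation p = 0.96) and -0.0332 for ncRNAs (permutation p = 0.81).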
